# Brg1 Supports B Cell Proliferation and Germinal Center Formation Through Enhancer Activation

**DOI:** 10.3389/fimmu.2021.705848

**Published:** 2021-09-01

**Authors:** Dominik Schmiedel, Hadas Hezroni, Amit Hamburg, Ziv Shulman

**Keywords:** Brg1, BAF, SWI/SNF, chromatin remodeling, enhancer activation, B cells, germinal center, antibody-formation

## Abstract

Activation and differentiation of B cells depend on extensive rewiring of gene expression networks through changes in chromatin structure and accessibility. The chromatin remodeling complex BAF with its catalytic subunit Brg1 was previously identified as an essential regulator of early B cell development, however, how Brg1 orchestrates gene expression during mature B cell activation is less clear. Here, we find that Brg1 is required for B cell proliferation and germinal center formation through selective interactions with enhancers. Brg1 recruitment to enhancers following B cell activation was associated with increased chromatin accessibility and transcriptional activation of their coupled promoters, thereby regulating the expression of cell cycle-associated genes. Accordingly, Brg1-deficient B cells were unable to mount germinal center reactions and support the formation of class-switched plasma cells. Our findings show that changes in B cell transcriptomes that support B cell proliferation and GC formation depend on enhancer activation by Brg1. Thus, the BAF complex plays a critical role during the onset of the humoral immune response.

## Introduction

Long-lasting protection from harmful pathogens depends on the efficient generation of high-affinity antibodies (1). In response to vaccination or pathogen invasion, naive B cells that reside in follicles of secondary lymphoid organs interact with cognate antigens through their B cell receptors (BCRs) and present antigen-derived peptides on surface MHC class II to cognate T helper cells (2). At this stage, cognate T cells select B cells for the generation of short-lived plasmablasts or for differentiation into germinal center (GC) cells (3). GCs are microanatomical sites in which activated B cells rapidly divide and introduce somatic hypermutations (SHM) into their immunoglobulin genes followed by affinity-based-selection (4). The major function of the GC reaction is to produce memory and antibody-forming cells that depart the lymphoid organs and provide long-lasting immunity (5). The process of B cell activation and differentiation into GC, memory, or plasma cells (PCs) highly depends on changes in gene expression that is regulated at the transcriptional and post-transcriptional levels (6, 7). Whereas the specific transcription factors that drive B cell activation and differentiation were previously described, less is known about the regulation of gene expression through changes in chromatin accessibility and structure. /B cell state transitions are guided by well-defined transcription factors such as BCL-6, BLIMP1, and PAX5 (8). However, in order to access their target sites, the chromatin structure must assume an accessible state, a process that is controlled by chromatin remodeling complexes (CRCs). The required establishment of nucleosome-depleted regions (NDRs) by shifting or evicting nucleosomes is one of the main functions of CRCs (9). NDRs are not only critical for transcription factor binding, but also for binding of cohesin and mediator complexes which create three-dimensional DNA structures, like the formation of loops between promoter regions and enhancers. These loop formations are a prerequisite for lineage-specific gene transcription as they bring transcription factors that bind distal enhancers in close proximity to the promoter of its target genes and are guided by the presence of histone modifications such as H3K4me1 or H3K27ac (10).

The BAF (BRG1/BRM-associated factor) CRC, also known as SWI/SNF complex, is particularly well-known for its capacity to form NDRs. This complex consists of up to 15 subunits and the incorporation of different subunits into it allows cell-specific functions (11, 12). The SWI/SNF complex possesses several subunits with DNA and histone recognition domains that can guide complex localization not only by DNA sequence recognition but predominantly by DNA architecture and pre-existing histone modifications (13, 14). The core of the complex is the ATPase subunit, which engages with the nucleosome-bound DNA and hydrolyzes ATP to induce a conformational change of the complex and enforces the nucleosome repositioning. Each complex possesses a single ATPase unit, which can be either Brm or Brg1 (encoded by *Smarca2* and *Smarca4*, respectively). Brg1 has a critical role in many physiological settings such as in maintaining pluripotency in stem cells (15, 16), neural development (17), and heart muscle development (18). On top, Brg1 and other complex subunits were found to be frequently mutated in diverse malignancies (13, 19), highlighting their essential role in maintaining transcriptional stability in a variety of tissues. Thus, Brg1 acts as both a tumor suppressor (18, 20) and a tumor driver (14, 21).

In the context of B cells, gene expression regulation by Brg1 was primarily studied in the process of B development in the bone marrow (BM) wherein the SWI/SNF complex plays a critical role (22). In developing B cells in the BM, Brg1 promotes fate decisions of lymphoid progenitor cells and has critical functions in pro- and pre-B cell stages. Specifically, Brg1 is required for the function of lineage-specific transcription factors like Ikaros and Pax5 through enabling access to enhancers, such as the Myc super-enhancer (23, 24). EBF1, a pioneering transcription factor, was shown to recruit Brg1 and promote phase separation and chromatin accessibility (25). Also, the contraction of the BCR heavy chain locus during the VDJ-recombination requires Brg1 functions (24).

Unlike in B cell development, understanding of the functions and mechanism of Brg1 in mature B cells remains less clear. A role for Brg1 in class-switch recombination and proliferation was previously suggested in a B cell line (26) and Srg1, a subunit of the SWI/SNF complex, was found to be required for GC formation (22). In contrast, a study that characterized changes in chromatin structure in B cells upon activation found only minor changes in Brg1 genomic occupancy, however, effects on gene expression were not examined (27). Thus, how Brg1 controls mature B cell activation and functions through chromatin modulation is not entirely solved.

Here, we find that Brg1 is critical for establishing the gene expression profile of activated B cells, by promoting chromatin accessibility at enhancers. This process allows Brg1 to activate the transcription of genes essential for cell cycle progression and ultimately GC formation. Thus, our findings define Brg1 as a key chromatin regulator that supports activation-induced transcription factors activity during the establishment of antibody-mediated immunity.

## Materials and Methods

### Mice

CD23^Cre^, γ1^Cre^ and Brg1^fl/fl^ (28) mice were purchased from the Jackson Laboratories. C57BL/6 wild-type mice were purchased from Envigo. All mice were bred and housed in specific-pathogen-free conditions. Littermate controls used as control animals were Brg1^+/+^, CD23^+/+^ or γ1^+/+^. All experiments were approved by the Weizmann Institute Animal Care and Use Committee (IACUC) with animals aged between 7-14 weeks. For immunizations, NP-KLH was emulsified in complete Freud’s adjuvant (CFA). Per mouse, 50 µl were subcutaneously injected close to the base of the tail. Animals were anesthetized with a mixture of ketamine, xylazine and acepromazine prior to the injection. 7 days after the immunization, inguinal lymph nodes were harvested and analyzed in flow cytometry.

### Method Details

#### Enzyme-Linked Immunosorbent Assay

Serum was collected from unimmunized mice, by drawing blood into a heparin-coated microcapillary. Haematocrit was removed by centrifugation (800xg, 15 minutes, 4°C) and supernatant, which represents the serum fraction, was collected. Serum was then diluted 1: 40 000 in PBS, and IgM, IgG1, IgG3 antibodies were detected by ELISA using anti-mouse IgM-, anti-mouse IgG1-, or anti-mouse IgG3 horseradish peroxidase (HRP), using 1-step-TMB-ELISA substrate and stop solution. The optical density at 450 nm (OD450nm) was measured with a microplate reader (Tecan).

#### *In Vitro* Activation of B Cells

Splenic B cells were isolated by forcing the tissue through a filter mesh into PBS containing 2% fetal calf serum and 1 mM EDTA. The cell mixture was then subjected to erythrocyte lysis by ACK buffer for 10 min, then washed twice with PBS. B cells were isolated with the Ly-48 B cell isolation kit according to the manufacturer’s instructions. Cells were cultivated in RPMI1640 medium including 25 mM HEPES, supplemented with 10% fetal calf serum (FCS), L-glutamine, pyruvate, non-essential amino acids, β-mercapto-ethanol, and activated with 10 µg/mL LPS and 20 ng/mL IL-4 for 72 or 96 hours. Cells were seeded in a density of 1 million per mL. If proliferation was examined, cells were stained with Cell Trace Violet dye according to the manufacturer’s instructions prior to the activation.

#### Flow Cytometry

Spleens, lymph nodes and Peyer’s patches were harvested and forced through a filter mesh into PBS containing 2% fetal calf serum and 1 mM EDTA. BM was collected from the hind limbs. Splenic single cell suspensions and BM samples were treated with ACK buffer in order to lyse erythrocytes. *In vitro* activated cells were mixed well, harvested and washed one with PBS.

On ice, single cell suspensions were subjected to 1 µg/ml anti-CD16/32 for 5 min in order to block nonspecific binding to FC receptors, then fluorescently labeled antibodies were added for another 25 min. Cells were gated as live and single according to their properties in FSC and SSC, then defined as follows: lymph node/Peyer’s patch/spleen: B cells: B220+ CD138-, PCs: CD138+, germinal center B cells: B220+ CD38- FAS+; BM: B cells: B220+ CD138-, PCs: CD138+; *in vitro* activation - B220+; median fluorescence intensities plotted in all diagrams were either tested with student’s t-test (2 groups) or one-way ANOVA with *post hoc* Tukey’s multiple comparisons test. Statistics were calculated in Graph Pad Prism 8. Following p values are represented by the asterisks’: p<0.05 = *; p<0.01 = **; p<0.001 = ***; p<0.0001 = ****, p>0.05 = ns (not significant). All antibodies were purchased from Biolegend.

For intracellular staining, cells were fixed after surface staining and fixed and permeabilized with the BD Cytofix/Cytoperm Kit according to the manufacturer’s instructions and then stained with anti-Blimp-1-Alexa Fluor 647 and anti-IRF4-Alexa Fluor 488 (Biolegend).

#### Immunofluorescence

Immunized inguinal lymph nodes were excised, washed in PBS, and fixed with 4% paraformaldehyde for 16 hours at 4°C. The tissues were then subjected to 30% sucrose overnight, and then fresh sucrose solution for 4 more hours before being embedded in OCT freezing solution (Tissue-Tek). 10-mm sections were cut and dehydrated in acetone prior to freezing. Sections were rehydrated in PBS and incubated with 1% SDS in PBS for 5 min, then blocked in PBS with 0.05% Tween-20 and 3% BSA for at least one hour. Slides were probed with 1:100 rabbit-anti-mouse Brg1 (clone H-88) and 1:100 anti-mouse CD35-Biotin overnight, then washed three times and then stained with anti-rabbit Alexa Fluor-488, Alexa Fluor-647 conjugated streptavidin, anti-mouse IgD - PE (each 1:200) and in 1% BSA in PBST, incubated once more overnight. Slides were washed in PBS and nuclei were counterstained for 5 min with Hoechst 33342 (1:4000) (Thermo Fisher Scientific). Sections were mounted with a mounting medium (Sigma-Aldrich) and imaged with a Zeiss LSM 880 confocal microscope.

#### Quantitative PCR Analysis and RNA Sequencing Sample Preparation

Activated splenic B cells were harvested after 72 hours activation using LPS and IL-4. Polyadenylated RNA was isolated using Dynabeads mRNA Purification Kit (ThermoFisher) according to the manufacturer’s instructions. For qPCR, total RNA was subjected to cDNA synthesis using qScript synthesis kit (Quantabio). qPCR mix was prepared using SYBR green (Roche) with primers specific for Brg1 (fw: CAAAGACAAGCATATCCTAGCCA; rv: CACGTAGTGTGTGTTAAGGACC) or Brm (fw: AGCCAGATGAGTGACCTGC: rv: TGCTTGGCATCCTTTTCGGAA). Relative transcript expression was calculated using the ddCt method and all transcripts were normalized to Actin B. For RNA sequencing, libraries were generated for bulk sequencing using the MARSseq protocol as previously described.

#### RNAseq Data Analysis

Alignment and differential expression analysis were performed using the UTAP pipeline (29): Reads were trimmed using Cutadapt and mapped to the mm10 genome assembly using STAR (30) v2.4.2a with default parameters. The pipeline quantifies the genes annotated in Gencode, extended by 1,000 bases toward the 5′ edge and 100 bases in the 3′ direction. Counting of sequenced reads was done using htseq-count (31). Genes having a minimum of five UMI-corrected reads in at least one sample were included in the analysis. Normalization of the counts and differential expression analysis was performed using DESeq2 (32). Genes were considered differentially expressed if they had a FC ≥ 2 or ≤ 2, and padj < 0.05 in Brg1^fl/fl^ cells compared to Brg1^fl/+^ and littermate controls. Heatmap of differentially expressed genes was generated with the pheatmap R package.

#### Western Blot

*In vitro* cells were suspended with ice-cold RIPA buffer (10mM Tris-HCl, pH 8.0, 140mM NaCl, 1mM EDTA, 1% Triton X-100, 0.1% Sodium Deoxycholate, 0.1% SDS). Extracts were centrifuged (15,000 xg for 15 min at 4°C), and supernatants were boiled for 5 min in SDS sample buffer. Equal amounts of protein (30 μg/well) were loaded onto an 8% SDS-PAGE. After electrophoretic separation, proteins were transferred to a nitrocellulose membrane blocked for 1 h (5% nonfat dry milk and 0.5% Tween in Tris-buffered saline), and incubated overnight at 4°C with primary antibodies. After washing, membranes were then incubated with secondary anti-mouse or anti-rabbit horseradish peroxidase-conjugated Abs (Jackson ImmunoResearch Laboratories, West Grove, PA, USA) for 1 h and exposed to ECL reagent (Thermo Fisher Scientific, Waltham, MA, USA).

Antibodies that were used: rabbit anti-human Brg1 (1:500; Cell Signaling Technology, Danvers, Massachusetts, USA), mouse anti-human beta-Actin (1:1000; Thermo Fisher Scientific, Waltham, MA, USA).

#### ATAC-seq Library Preparation

ATAC-seq was performed as previously described (33) with minor adjustment. Cells were collected after 4 days of *in vitro* activation as mentioned above. 50,000 cells were centrifuged at 400 xg for 3 min, followed by a wash using 50 μL of cold PBS and centrifugation at 400 xg for 3 min. Cells were lysed using a cold lysis buffer (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl2 and 0.1% IGEPAL CA-630). Immediately after lysis, nuclei were spun at 400 xg for 10 min using a refrigerated centrifuge. Next, the pellet was resuspended in the transposase reaction mix (25 μL 2 × TD buffer, 2.5 μL transposase (Illumina) and 22.5 μL nuclease-free water). The transposition reaction was carried out for 30 min at 37°C and immediately put on ice. Directly afterward, the sample was purified using a QIAGEN MinElute kit. Following purification, the library fragments were amplified using custom Nextera PCR primers 1 and 2 for a total of 12 cycles. Following PCR amplification, the libraries were purified using a QIAGEN MinElute kit and sequenced with paired-end sequencing using NovaSeq 6000.

#### ATAC-seq Data Analysis

Reads were aligned to the mm10 genome assembly using Bowtie2 (34). Normalized read coverage files were computed by deepTools (35). Peaks were called using MACS2 (36) and annotated using HOMER (37). Peaks from the eight analyzed datasets were combined. Read coverage in the peaks was computed using bigWigAverageOver bed UCSC utility (38). Differential accessibility was computed with DESeq2 (32).

#### ChIP-seq Data Analysis

A previously published Brg1 ChIP-seq dataset [GSE82144 (27)] was used for the identification of Brg1 binding sites. Reads were aligned to the mm10 genome assembly with Bowtie2 (34). Peak calling was done using MACS2 (36), and peaks were annotated using HOMER (37).

#### Functional Annotation of Brg1 Target Genes

Enriched GO terms within down- or upregulated Brg1 target genes were identified using GOrilla (39). Enriched GO terms were then summarized by REViGO (40). Gene Set Enrichment Analysis (GSEA) was performed using GSEA 4.1 (41). Gene names were converted to human gene symbols, and software was run with default parameters, using the “hallmark” signatures from the MSigDB database (42). Enrichment for transcription factors binding to promoters within down- or upregulated Brg1 targets was done using Enrichr (42, 43), with the Chea database (44).

#### Analysis of Brg1 Bound Enhancers

Heatmaps representing ChIP-seq signals for Brg1, H3K4me1 and H3K27ac were generated using deepTools (35). Bigwig files used heatmaps were downloaded from GEO (GSE82144). Genomic coordinates of FAIRE-seq and STARR-seq peaks, and of promoter-enhancer interactions were downloaded from GEO (GSE121753) (45). Overlap between Brg1 bound regions and enhancer regions was calculated using bedtools intersect. Signals of Brg1 over different genomic regions were generated using deepTools (35). Mean Brg1 coverage over different genomic regions was calculated using bigWigAverageOverBed.

## Results

### Brg1 Controls Transcription Regulation in Activated B Cells

In order to examine how Brg1 controls the activation of mature B cells, we examined changes in gene expression patterns in B cells stimulated through TLR4 or the BCR. In this context, LPS stimulation or IgM crosslinking of B cells induced expression of Brg1 but not of Brm (**Figure 1A**). In order to examine the role of Brg1 in B cell immune responses, we crossed Brg1^fl/fl^ mice to a transgenic mouse strain that expresses Cre specifically in mature B cells (CD23-Cre). In B cells derived from these mice, a significant reduction in Brg1 protein levels was observed (**Figure S1A**). As opposed to commonly used B cell-specific mouse models like CD19-Cre, deletion of genes in this mouse strain takes place during their final differentiation in the spleen after their departure from the BM (46). LPS-stimulated B cells derived from littermate control mice showed effective proliferation, whereas B cells lacking one *Smarca4* allele were moderately impaired, and the proliferation of B cells lacking both *Smarca4* alleles was significantly reduced (**Figure 1B**). Yet, Brg1-deficient B cells were able to respond to LPS stimulation as they showed CD86 upregulation 18 hours after activation (**Figure S1B**) and no reduction in cellular viability was observed (**Figure S1C**). To identify the genes and pathways affected by the loss of Brg1, LPS-activated B cells were subjected to RNA-seq. We found that 643 genes were downregulated and 1424 genes were upregulated by at least twofold in Brg1-deficient B cells compared to littermate controls (**Figure 1C**). Comparing our data to a dataset of gene expression following eight hours of LPS activation of splenic B cells (47), we found that genes that were induced following LPS activation were significantly downregulated in Brg1-deficient B cells, while genes that were repressed following LPS activation were upregulated in Brg1-deficient cells (**Figure 1D**). To characterize how genome-wide occupancy of Brg1 affects gene expression, we first examined a pre-existing dataset of Brg1 ChIP-seq of resting and LPS activated splenic B cells (27). Brg1 occupancy was abundant, with over 50,000 peaks in resting B cells and over 70,000 peaks in activated B cells. Similar to previous findings in pro-B cells (24), Brg1 peaks in mature activated B cells were localized mainly to introns and intergenic regions, while less than a third of the peaks were localized to gene promoters (**Figure 1E**). Analyzing the promoter-bound genes based on their transcriptional response to Brg1 loss, we found that 900 upregulated genes and 396 downregulated genes had Brg1 peaks in their promoters (**Figure 1F**), suggesting their transcription may be directly regulated by this chromatin remodeler. GO analysis and gene set enrichment analysis (GSEA) showed that downregulated Brg1 targets were enriched for cell cycle progression and anabolic process (**Figures 1G, H**), in agreement with the weak proliferation observed in stimulated Brg1-deficient B cells *in vitro*. Cdkn3 and E2f8, two regulators of cell cycle progression, were downregulated in Brg1-deficient B cells and showed Brg1 peaks in their promoters (**Figure 1** and **Figure S1D**). These findings demonstrate that Brg1-deficient cells fail to acquire the proper transcriptional program that promotes B cell activation in response to LPS. In addition, GSEA analysis showed downregulation of Myc and E2f target genes which are essential for proper B cell proliferation (**Figure S1E**). To examine whether Myc and E2f transcription factors directly regulate the expression of downregulated Brg1 targets, we analyzed the promoters of these genes for binding by transcription factors using the Chea database, which contains ChIP-seq and ChIP-chip experiments for 199 transcription factors (44). We found that promoters of downregulated Brg1 targets were enriched for binding by Myc and E2f4, in addition to other transcription factors that play a role in cell cycle progression and cell proliferation including Foxm1 and Foxp1 (**Figure 1J**). Indeed, *E2f4* expression was reduced in Brg1-deficient B cells (**Figure S1F**). In contrast, despite the fact that MYC targets were less expressed in Brg1-deficient B cells, and that many downregulated Brg1 targets were regulated by MYC, the expression of *Myc* gene was not significantly reduced in Brg1-deficient cells compared to control cells (**Figure S1F**). These data suggest that in activated B cells, Brg1 doesn’t control Myc expression directly. Upregulated Brg1 target genes were enriched for GO terms related to immune system processes and transcriptional regulation, including Bach2 transcriptional regulator (**Figure 1G** and **Figure S1C**). The promoters of these genes were enriched for binding by NCOR and SMRT (**Figure 1J**), two transcriptional repressors which are known to act in Brg1 containing complexes (48) that play important roles in transcription regulation in B cells (49, 50). Taken together, these data suggest that Brg1 plays important roles in transcriptional regulation in activated B cells, both through activation of genes required for cell proliferation and in repression of genes that are downregulated in response to LPS activation.

**Figure 1:**
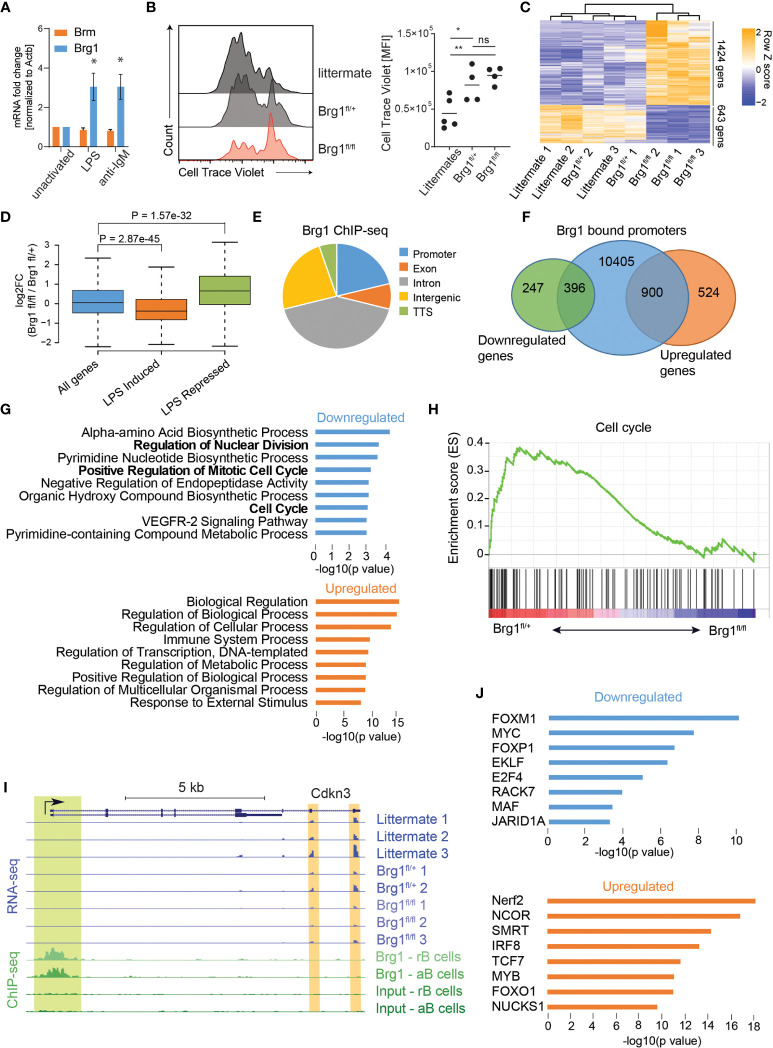
Brg1 regulates the expression of cell cycle genes in activated B cells **(A)** qRT-PCR analysis of *Smarca2* and *Smarca4* mRNA levels of B cells following treatment with anti-IgM or LPS for 2 days, n = 3 mice, * p<0.05 in a one-sample t-test compared to unactivated cells. **(B)** Flow cytometric analysis of splenic B cell proliferation following 72 hours of LPS and IL-4 activation. MFI of CellTrace Violet cell tracker dye is shown and quantified. Each dot represents one mouse. Statistics were calculated with one-way ANOVA with *post hoc* Tukey’s multiple comparisons test. p<0.05 = *; p<0.01 = **; p>0.05 = ns (not significant). **(C)** Heat map representation of clustering analysis of differentially expressed genes. All genes with padj<0.05 and fold change of at least 2 are shown. **(D)** Boxplots indicating the median, quartiles, and 5th and 95th percentiles of changes in expression levels of CD23-Cre Brg1^fl/fl^ compared to Brg1^fl/+^ B cells in genes induced or repressed following LPS activation compared to total genes. P value was calculated by a two-sided Wilcoxon rank sum test. **(E)** Distribution of 70,333 Brg1-binding sites across genomic regions in LPS activated B cells. TTS: transcription termination site. **(F)** Venn diagram showing overlap between 11,701 Brg1 bound promoters, 1,424 genes upregulated in Brg1^fl/fl^ compared to Brg1^fl/+^ cells, and 643 genes downregulated in Brg1^fl/fl^ compared to Brg1^fl/+^ cells. **(G)** GO terms which were enriched in genes whose promoters were bound by Brg1 and were down- or upregulated in CD23-Cre Brg1^fl/fl^ compared to Brg1^fl/+^ B cells. **(H)** Gene set enrichment plot for cell cycle genes from the hallmark gene sets. **(I)** UCSC genome browser tracks showing the locus of Cdkn3 (padj < 0.05). Tracks show the expression levels, measured by RNA-seq, in activated B cells and ChIP-seq signal of Brg1 in resting and activated B cells, compared to input controls. Green highlight: binding of Brg1 in the promoter region. Orange highlights: 3’ end exons covered by RNA-seq. **(J)** Transcription factors enriched for binding the promoters of genes which were bound by Brg1 and were down- or upregulated in Brg1^fl/fl^ compared to Brg1^fl/+^ cells.

### Brg1 Promotes Enhancer Chromatin Accessibility in Activated B Cells

Brg1 was previously reported to activate cell-type-specific enhancers by facilitating the depletion of nucleosomes in pro-B cells (24) and in mesoderm lineage commitment (51). In activated B cells, Brg1 bound regions were marked by H3K4me1 and H3K27ac, two histone modifications that typically mark enhancers (**Figure 2A**). In order to study whether Brg1 affects gene expression through enhancer activation, we utilized previously published datasets, including enhancer regions that were mapped by FAIRE-seq and tested for functionality using STARR-seq, and enhancer-promoter interactions mapped by Hi-C (45). FAIRE-seq peaks define regions of open and accessible chromatin. STARR-seq peaks define regions that are both accessible and were shown to act as functional enhancers using a high-throughput screen. Open chromatin regions that were not validated as functional enhancers might represent poised enhancers with the potential to rapidly become activated under specific cellular contexts (45). We found that Brg1 was bound to most poised and active enhancers (represented by FAIRE-seq and STARR-seq peaks, respectively), and to even larger fractions of enhancer-promoter pairs (as detected by Hi-C analysis) (**Figure 2B**). Brg1 signal was stronger in resting B cells compared to their activated counterparts, and stronger in STARR-seq validated enhancers compared to all FARE-seq regions (**Figures 2C**, **S1G**). We also found that the Brg1 signal was stronger in enhancers that interact with multiple promoters (**Figure 2D** and **Figure S1H**), which were reported to have increased chromatin accessibility, suggesting that Brg1 preferentially interacts with enhancers that show higher activity. 

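ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into open chromatin, was analysed here in 8 libraries of mouse splenic B cells. 4 libraries came from CD23-Cre Brg1 fl/+ mice, in which 1 allele of *Smarca4* (the gene that encodes Brg1) is deleted in mature B cells, and 4 from CD23-Cre Brg1 fl/fl mice, in which both alleles are deleted. B cells had been activated *in vitro* with LPS at 10 μg/mL together with IL-4 at 20 ng/mL, and each library was made from 50000 cells. The paper gives 96 hours of activation for ATAC-seq, and the sample labels give 72 hours. The paper's text does not state how many mice the 4 libraries of a genotype come from. The authors aligned paired-end reads to mm10 with Bowtie2, called peaks with MACS2 and deposited 1 peak list per library, so peaks were not called on pooled replicates. The lists hold the position of each peak, its fold over the local background and its −log10 p and −log10 q, but no read counts, and the authors' comparison of read coverage was not repeated here. A list grows with the depth of its library, so that a region missing from a list was not detected at that depth and is not shown to be closed. The lists of Brg1 fl/+ libraries 1, 2, 3 and 4 held 14614, 11283, 6372 and 7632 peaks, and those of Brg1 fl/fl libraries 1, 2, 3 and 4 held 9216, 6271, 8500 and 8605 peaks. The mean was 9975 ± 3728 peaks (SD, n = 4) in Brg1 fl/+ and 8148 ± 1291 (SD, n = 4) in Brg1 fl/fl, a difference within the spread between libraries (two-sided exact permutation test over the 70 assignments of libraries to genotypes, p = 0.457, where the smallest possible p is 0.0286). Of the libraries left out in turn, Brg1 fl/+ replicate 1 moved this difference the most, from -1827 to -281 peaks. Depth was derived from the fold and p of the peaks, which together give the number of fragments at each summit and the expected background. The recovered number was whole for 99.9% of the peaks of each list. Taking the shortest peak of a list as the fragment length that MACS2 used, which is an inference, the background was 6.47, 4.14, 2.76 and 3.60 fragments per kb of genome in Brg1 fl/+ libraries 1 to 4 and 6.89, 3.39, 6.27 and 5.95 in Brg1 fl/fl libraries 1 to 4 (two-sided exact permutation test of the means, p = 0.314). Over 3981 promoter regions of chromosomes 1 to 19, X and Y detected in all libraries, the recovered numbers of Brg1 fl/+ libraries 1 and 2 and of libraries 3 and 4 differed by less than the sampling noise (dispersion of 0.947 and 0.808, where 1 is sampling noise alone), while the other Brg1 fl/+ pairs reached 1.59 and all Brg1 fl/fl pairs lay between 0.849 and 1.02. Pairs of different genotypes lay between 1.35 and 4.60. The ratio of the mitochondrial to the background level differed within the same pairs, at 9899.5 in library 1 against 12330.4 in library 2 and 13416 in library 3 against 12337 in library 4, which does not show whether they come from separate mice. The labels number the 4 libraries of a genotype as replicates, and each was counted as 1 here, although the names of the deposited lists group libraries 1 and 2 and libraries 3 and 4 of each genotype. If the libraries of a pair share a mouse, the replicates are not independent, and 2 mice against 2 could not give an exact p below 0.333. Peaks of the 8 lists that overlapped or touched were joined into combined regions, and a library was counted as detecting a region when a peak of its list covered at least 1 bp of it.

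**Figure D1:**
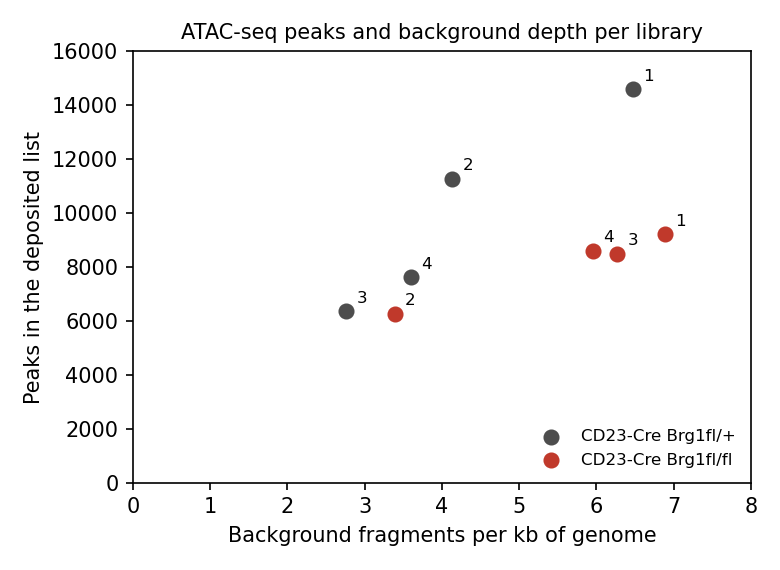
Number of peaks in the deposited list of each ATAC-seq library (y axis) against its background in fragments per kb of genome (x axis), with 1 point per library, numbered by replicate. Grey points are CD23-Cre Brg1 fl/+ and red points CD23-Cre Brg1 fl/fl. The longest list, with 14614 peaks, is that of Brg1 fl/+ replicate 1.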

In order to examine the effect of Brg1 deficiency on the chromatin landscape we used ATAC-seq to map accessible chromatin regions. We compared B cell-derived from CD23-Cre Brg1^fl/fl^ and CD23-Cre Brg1^fl/+^ that showed similar gene expression patterns as Brg1-sufficient littermates in RNA-seq analysis (**Figure 1C**). 

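Combining the 8 lists gave 16566 regions. By their centres, 9330 of these regions (56.3%) lay at promoters, taken as 1000 bp upstream to 100 bp downstream of an annotated transcription start site, which is the window HOMER uses by default. The other 7236 regions, called distal here, comprised 3168 in introns, 2846 in intergenic sequence, 865 in exons and 357 at transcription termination sites. All 8 libraries detected 4593 regions, of which 3983 were at promoters and 610 were distal. A further 4713 regions were detected in 1 library only, and 3246 of these (68.9%) came from Brg1 fl/+ replicate 1. Keeping the best 6271 peaks of each list, as many as the shortest list holds, lowered the number of combined regions to 9006, and it was lowest, at 8383, when regions with more than 50% repeat sequence (repeat-rich regions) were left out as well, an alternative chosen after the data were seen. The share of base pairs that a pair of lists had in common (Jaccard index) averaged 0.464 among Brg1 fl/+ libraries, 0.581 among Brg1 fl/fl libraries and 0.498 between the genotypes. The mean over pairs of the same genotype exceeded that over pairs of different genotypes by 0.0246, and 6 of the 35 ways to split the libraries into 4 and 4 gave a difference at least as large. Without Brg1 fl/fl replicate 1 the difference in similarity was 0.000774 (16 of 35 splits), and in lists of equal length it was 0.0376 (2 of 35 splits). The targeted gene *Smarca4* (ENSMUSG00000032187.16) lies on chromosome 9 of mm10 from 21616169 to 21704230, on the plus strand. A region at its promoter, from 21615736 to 21616576, was detected in all 8 libraries and among the best 10.3% of peaks by q in each list. A peak at the promoter does not show whether the gene's exons are deleted, so the lists give no check of the genotype labels.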

We obtained 16,464 peaks representing open chromatin regions, and for each peak computed the average ratio of read coverage between Brg1-deficient and control B cells. 752 peaks showed significantly reduced chromatin accessibility in Brg1-deficient B cells, and 340 of those peaks overlapped with activated B cells enhancers (**Figure S1I**). 

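With detection in place of coverage, 67 combined regions had a peak in all 4 Brg1 fl/+ libraries and in no Brg1 fl/fl library, 53 of them distal and 14 at promoters. The enhancer maps used by the paper were not used here, so that distal regions are not sorted into enhancers and other regions. 5 of the 35 splits of the libraries gave at least 67 regions in 1 direction, another split giving 108, so this count is not beyond what the differences between single libraries give. Taking the same number of peaks per library gave a count of 52 (28 distal and 24 at promoters), and no other split gave more than 21. Leaving out Brg1 fl/+ replicate 3, which has the shortest list of its genotype, raised the count to 286, which 1 of 35 splits, the real one, reached. Leaving out Brg1 fl/+ replicate 4 raised the count to 131, which 7 of 35 splits reached. Over all combined regions, 7813 (47.2%) were detected in fewer Brg1 fl/fl than Brg1 fl/+ libraries. Folds and ranks given for single regions are the authors' peak values, each within its own list. Of the 67 regions, the 3 with the best rank by q in their worst list were narrow and intergenic. The region on chromosome 12 from 3109875 to 3110088 had folds of 39.9 to 43.2 in the Brg1 fl/+ lists, and repeats mask 100% of it. The region on chromosome 6 from 9889948 to 9890152 had folds of 34.7 to 36.2, and 84.3% of its 15-bp words also occur in the mitochondrial genome. The region on chromosome 8 from 83756773 to 83756985 had folds of 19.4 to 25.2 and holds 31 copies of the telomere repeat unit. These 3 regions are at most 214 bp wide, and the shortest peak in any Brg1 fl/fl list is 231 bp. The next ranked were an intergenic region on chromosome 9 from 108201183 to 108201478, 9983 bp from the start of Gm37230, with folds of 10.0 to 12.8, and a region on chromosome 3 from 152478572 to 152479389 at the promoter of Ak5, with folds of 9.38 to 13.5. The first of this pair was no longer detected in all Brg1 fl/+ lists with the same number of peaks per library. When detection required that peaks cover 50% of a region, the Ak5 promoter region no longer separated the genotypes.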

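In the other direction, 28 combined regions had a peak in all 4 Brg1 fl/fl libraries and in no Brg1 fl/+ library, of which 27 were distal and 1 was at a promoter. 9 of the 35 splits of the libraries gave at least as many. Repeats masked a median of 83.4% of the sequence of these regions, against 4.21% for the regions detected in all 8 libraries. Leaving out the repeat-rich regions reduced the 28 regions to 11. In lists of equal length there were 23 regions (14 distal and 9 at promoters), which no other split reached, and 16 without repeat-rich regions, a count that 3 of the 35 splits reached, the real one included. With peaks of −log10 q of at least 10, 3 regions were left. Brg1 fl/fl libraries outnumbered Brg1 fl/+ libraries at 2766 of all combined regions (16.7%). The best ranked of the 28 regions lies on chromosome 1 from 12657472 to 12657907, in intergenic sequence 1823 bp from the start of Gm6216, and had folds of 7.32 to 10.8 in the Brg1 fl/fl lists. Further intergenic regions followed on chromosome 6 from 50635807 to 50636479, on chromosome 13 from 110744020 to 110744488, on chromosome 2 from 75748079 to 75748680 and on chromosome 7 from 108026651 to 108027852. Repeats mask 85.9% of the chromosome 13 region and 100% of the chromosome 7 region. With the same number of peaks per library, the regions on chromosomes 6, 13, 2 and 7 were no longer detected in all Brg1 fl/fl lists.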

322 peaks showed a significant increase in chromatin accessibility in Brg1-deficient B cells, and only 20 of these peaks overlapped enhancer regions (**Figure S1I**). Nearly all of the observed peaks with reduced chromatin accessibility were also bound by Brg1 according to the ChIP-seq data, while only a third of the peaks that showed increased accessibility was bound by Brg1 (**Figure S1J**). While peaks overlapping promoters were not affected by the loss of Brg1, peaks overlapping enhancer regions, as well as peaks overlapping Brg1 binding sites, had significantly reduced chromatin accessibility in Brg1-deficient B cells (**Figure 2E**). 

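At promoters, the libraries detected 74.9% ± 19.5 (SD, n = 4) of the combined regions in Brg1 fl/+ and 65.4% ± 8.99 (SD, n = 4) in Brg1 fl/fl, a difference of -9.52 percentage points that did not exceed the spread between libraries (two-sided exact permutation test, p = 0.457). For distal regions the means were 39.4% ± 26.8 (SD, n = 4) and 27.0% ± 6.76 (SD, n = 4), a difference of -12.4 points (two-sided exact permutation test, p = 0.486). Detection of distal minus promoter regions within each library, which takes out part of the difference in list length, was lower in Brg1 fl/fl by a mean difference of -2.88 points (two-sided exact permutation test, p = 0.743). In simulated lists of these lengths with nothing planted, this difference was -10.3 points (exact permutation test, p = 0.2). Those lists overlapped more than the real ones, so -10.3 points is not the value to expect here. List length can still shift this difference, so its sign cannot be read against 0. Thus a loss confined to distal regions was not detected in these lists. With the same number of peaks per library, distal detection was 3.36 points higher in Brg1 fl/fl and the difference between the classes 4.35 points, both with p = 0.543 in the exact permutation test. When repeat-rich regions were left out of these lists, which then held a mean of 6129 peaks in Brg1 fl/+ and 5986 in Brg1 fl/fl, the differences were -4.11 points for distal regions (exact permutation test, p = 0.143) and -3.14 points between the classes (exact permutation test, p = 0.457). Leaving them out of the lists as deposited gave -10.4 points between the classes (exact permutation test, p = 0.114). Leaving out Brg1 fl/+ replicate 1, which detected 75.3% of the distal regions while the other Brg1 fl/+ libraries detected 44.6%, 16.6% and 21.3%, also turned the difference between the classes, to 1.89 points. Promoters made up 74.3% ± 9.12 (SD, n = 4) of the peaks of Brg1 fl/+ lists and 76.5% ± 2.51 (SD, n = 4) of those of Brg1 fl/fl lists, a difference of 2.21 points (two-sided exact permutation test, p = 0.743). It became -1.42 points with the same number of peaks per library, and 0.569 points when repeat-rich regions were left out as well. Among genes that the paper names, the promoters of *Smarca4*, *Cdkn3*, *E2f8*, *Bcl6* and *Pax5* were detected in all 8 libraries. Fewer Brg1 fl/fl libraries than Brg1 fl/+ libraries detected the promoters of *E2f4*, *Smarca2*, *Bach2*, *Prdm1* and *Ncor1*, and more detected those of *Myc* (4 against 2) and *Foxm1* (4 against 3). The paper worked from the ratio of read coverage at these classes of peaks. From lower ratios at enhancers and Brg1 binding sites with no change at promoters, together with the binding data, it proposes a role for Brg1 in chromatin accessibility at enhancers.

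**Figure D2:**
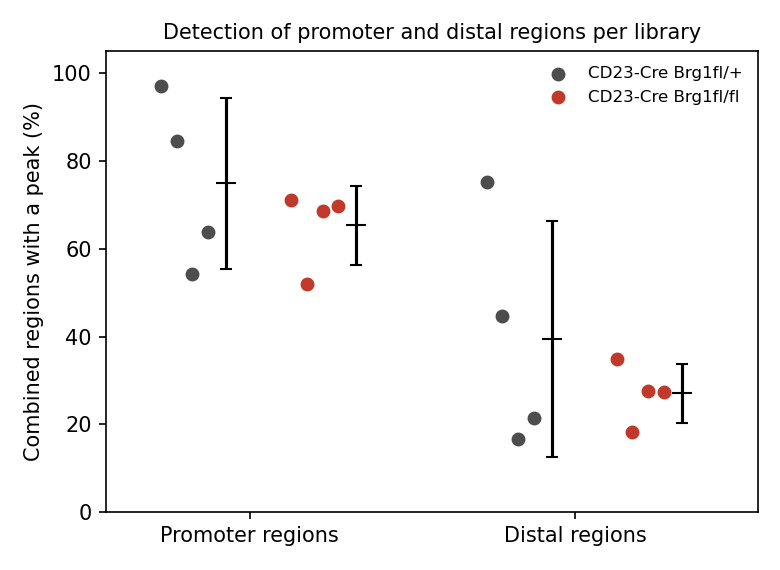
Percent of the combined promoter regions (left) and distal regions (right) with a peak in each ATAC-seq library (y axis). Each point is 1 library, grey for CD23-Cre Brg1 fl/+ and red for CD23-Cre Brg1 fl/fl, and the bars beside the points give the mean and SD of 4 libraries. Brg1 fl/+ replicate 1 has the highest point in both classes, at 97.2% and 75.3%.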

Taken together, these data suggest that Brg1 preferentially binds enhancers in activated B cells and promotes chromatin accessibility.

**Figure 2:**
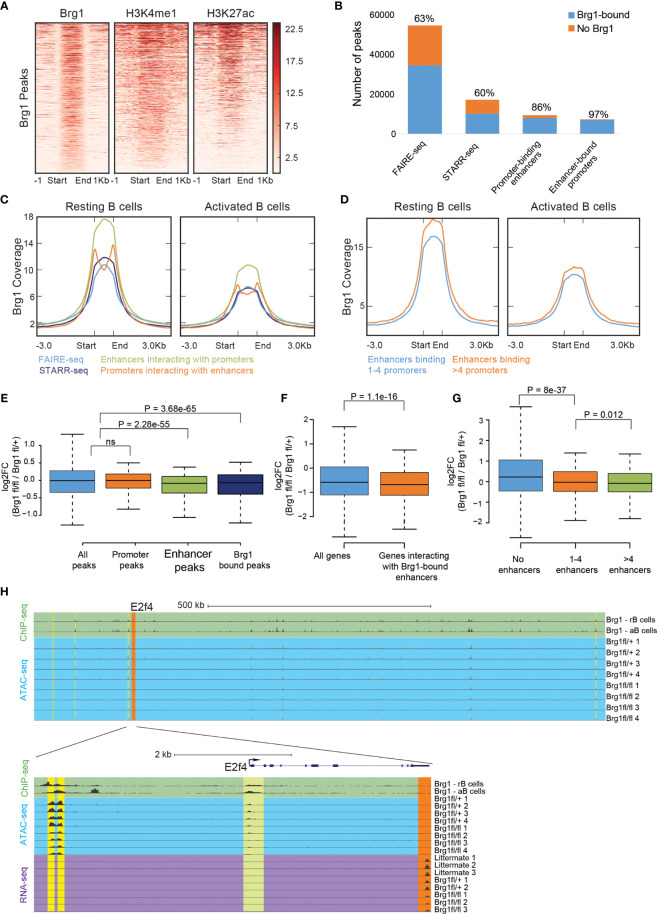
Brg1 recruitment to multiple enhancers is associated with transcriptional activation of their coupled promoters. **(A)** Density of ChIP-seq reads for Brg1, H3K4me1, and H3K27ac in activated B cells. Plots show ±1 kb around the midpoint of each Brg1-enriched region ranked according to Brg1 density. **(B)** The numbers of FAIRE-seq peaks, STARR-seq peaks, promoter-binding enhancers, and enhancer-bound promoters, and the fraction of each group that overlaps Brg1 bound genomic regions. **(C)** Averaged tag densities of Brg1 are plotted across all FAIRE–seq peaks, STARR-seq peaks, promoter-binding enhancers, and enhancer-bound promoters, in resting and activated B cells. **(D)** Averaged tag densities of Brg1 are plotted across enhancers binding 1-4 promoters compared to enhancers binding >4 promoters, in resting and activated B cells. **(E)** Boxplots indicating the median, quartiles, and 5th and 95th percentiles of changes in ratios of ATAC-seq signal for the indicated group of peaks, comparing CD23-Cre Brg1^fl/fl^ cells to Brg1^fl/+^ B cells; p>0.05 = ns (not significant). **(F)** Boxplots indicating the median, quartiles, and 5th and 95th percentiles of changes in expression levels of Brg1^fl/fl^ cells compared to Brg1^fl/+^ cells in genes whose promoters interact with Brg1 bound enhancers compared to all genes. P-value was calculated by the two-sided Wilcoxon rank-sum test. **(G)** Boxplots indicating the median, quartiles, and 5th and 95th percentiles of changes in expression levels of CD23-Cre Brg1^fl/fl^ cells compared to Brg1^fl/+^ cells in genes whose promoters interact with 1-4 enhancers or with more than 4 enhancers, compared to genes whose promoters were not found to interact with active enhancers. P values were calculated by a two-sided Wilcoxon rank-sum test. **(H)** Top: UCSC genome browser tracks showing the area around the E2f4 gene, which was significantly downregulated in Brg1^fl/fl^ cells (padj < 0.05). Tracks show the ChIP-seq signal of Brg1 in resting and activated B cells and ATAC-seq coverage in activated B cells. Orange highlight: E2f4 gene. Yellow highlights: enhancers which were found to interact with the promoter of E2f4. Bottom: zoom-in to the E2f4 locus, showing ChIP-seq signal of Brg1 in resting and activated B cells, ATAC-seq coverage and expression levels measured by RNA-seq. Green highlight: binding of Brg1 in the promoter region of E2f4. Orange highlight: 3’ end exons covered by RNA-seq. Yellow highlights: enhancers which were found to interact with the promoter of E2f4. rB cells, resting B cells. aB cells, activated B cells.

We next examined specifically the expression levels of genes whose promoters interact with enhancers bound by Brg1 and found that these genes were significantly less expressed in Brg1-deficient cells (**Figure 2F**). We also found that the expression of genes that were bound by more than four enhancers was downregulated to a larger extent compared to genes bound by up to four enhancers (**Figure 2G**). Importantly, genes bound by multiple enhancers were reported to have enhanced levels of nascent transcripts compared to genes bound by single enhancers (45). An example of a gene whose promoter interacts with multiple Brg1 bound enhancers is E2f4, a transcription factor regulating cell cycle progression whose expression was downregulated in Brg1-deficient cells (**Figure S1F**). 

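E2f4 (ENSMUSG00000014859.9) lies on chromosome 8 of mm10 from 105297663 to 105305370, on the plus strand. In the peak lists, 2 combined regions fall between 10000 bp upstream of its start and its end. The region from 105289065 to 105289792, at the promoter of 4931428F04Rik, was detected in all 8 libraries, with folds of 11.7 to 13.7 in Brg1 fl/+ and 11.3 to 14.2 in Brg1 fl/fl lists. The sequence around its summit in mm10, from 105289502 to 105289562, is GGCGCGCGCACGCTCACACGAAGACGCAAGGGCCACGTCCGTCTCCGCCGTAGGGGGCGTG, 8131 bp upstream of the E2f4 start at its centre. The region from 105297587 to 105297888, which covers the start of E2f4 itself, was detected in Brg1 fl/+ replicate 2 only, with a fold of 6.12 and a rank by q at 82.4% of that list, counted from the best peak. From 250000 bp upstream of the start to 1100000 bp downstream, there were 34 combined regions. 11 were detected in fewer Brg1 fl/fl than Brg1 fl/+ libraries, 6 in more and 17 in equal numbers, and at none was a peak present in all libraries of 1 genotype and absent from the other. The 11 regions are 32.4% of those around E2f4. When each list was reduced to the same number of peaks, 3 of 21 regions had fewer Brg1 fl/fl libraries and 6 had more, and without Brg1 fl/+ replicate 1 there were 6 of 29 with fewer and 10 with more. Stricter peaks moved the counts the other way, to 15 regions with fewer and 3 with more at a −log10 q of at least 5, and to 16 and 1 of 26 regions at a −log10 q of at least 10. Which of these regions are enhancers in contact with the promoter was not analysed here.

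**Figure D3:**
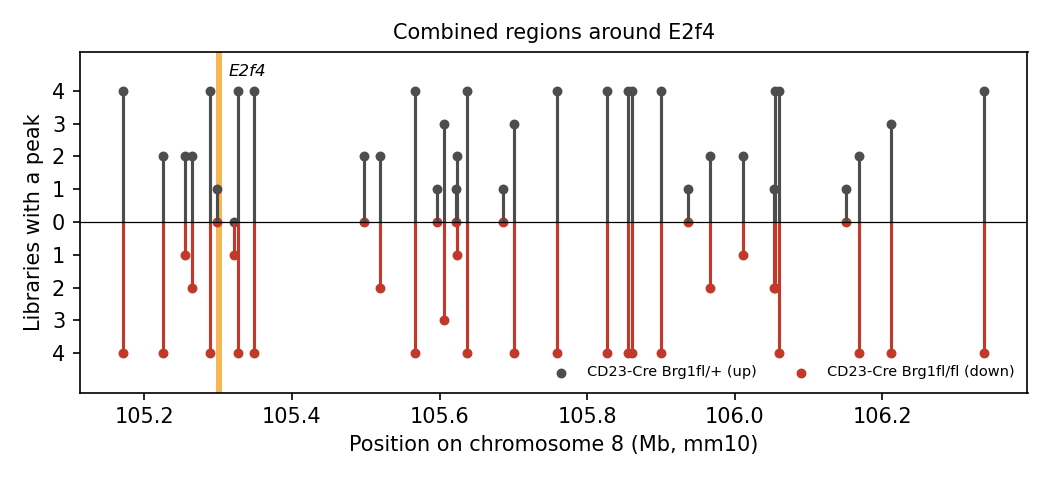
Combined ATAC-seq regions around E2f4 by their position on chromosome 8 in mm10 (x axis, Mb) and the number of libraries with a peak there (y axis), upward in grey for the 4 CD23-Cre Brg1 fl/+ libraries and downward in red for the 4 CD23-Cre Brg1 fl/fl libraries. The orange band marks E2f4. Lines of unequal length above and below 0 mark the 11 regions with fewer and the 6 with more Brg1 fl/fl libraries.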

Hi-C analysis identified seven enhancers interacting with the promoter of E2f4, and our data show that these enhancers were bound by Brg1 and had decreased chromatin accessibility in Brg1-deficient cells (**Figure 2H**). These data suggest that Brg1 recruitment to multiple enhancers promotes transcriptional activation of their coupled promoters.

### Effective Antibody-Mediated Immune Response Depends on Brg1

To evaluate how Brg1 functions at the chromatin level translate to effects on B cell immune responses, we examined immunoglobulin titers in the serum of unimmunized littermate control and CD23-Cre Brg1^fl/fl^ mice. This analysis revealed a significant reduction in all of the antibody isotypes in Brg1-deficient mice (**Figures 3A**). The generation of IgG1 antibodies is primarily promoted by a T cell-dependent B cell activation response and generation of GCs (52). Therefore, we also examined antibody generation in mice in which Cre is expressed during B cell activation and CSR. For this purpose, we crossed the Brg1^fl/fl^ mice to a mouse strain that expresses Cre after B cell activation during transcription of the sterile transcript of IgG1 (γ1-Cre mice (53),). In these mice, a significant reduction in IgG1 levels was observed whereas IgM and IgG3 titers were not affected (**Figures 3A**). We conclude that an effective generation of antibodies depends on Brg1.

**Figure 3:**
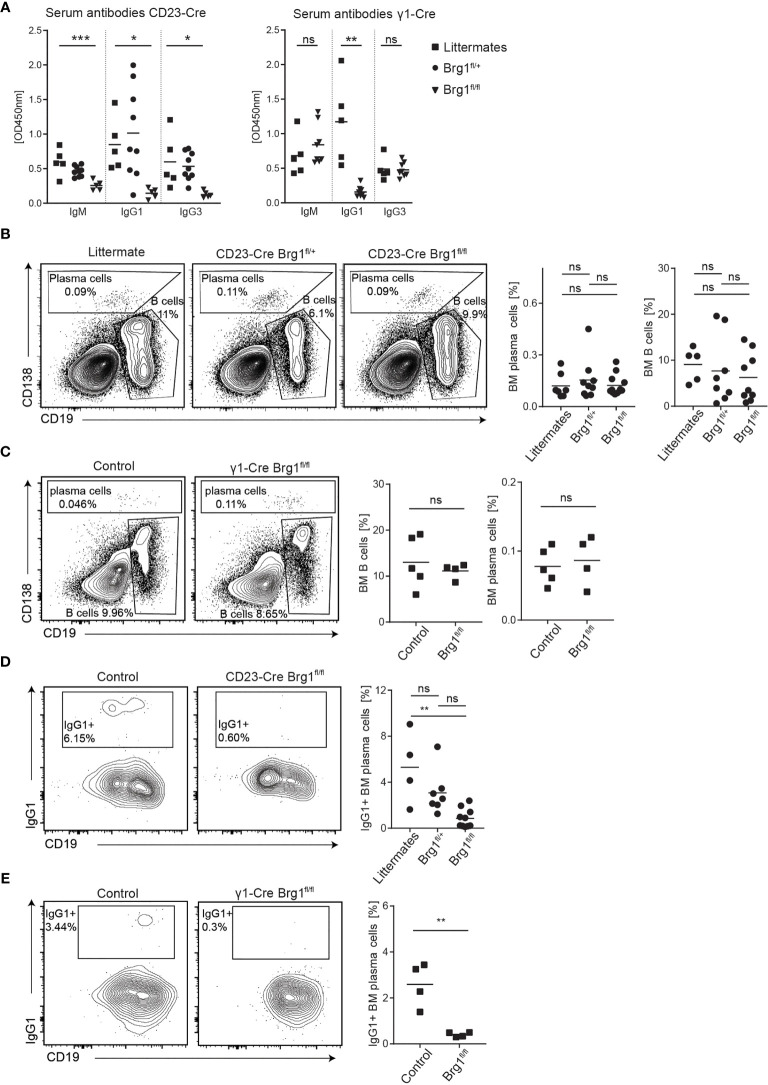
Brg1-deficiency in B cells causes a reduction in serum antibodies and class-switched plasma cells. **(A)** ELISA for IgM, IgG1, and IgG3 in the serum of unimmunized CD23-Cre and γ1-Cre littermate, Brg1^fl/+^ and Brg1^fl/fl^ mice. One-way ANOVA with *post hoc* Tukey’s multiple comparisons test. Following p values are represented by the asterisks’: p<0.05 = *; p<0.01 = **; p<0.001 = ***; p>0.05 = ns (not significant). **(B)** Analysis of BM B cells and CD138^+^ cells in CD23-Cre mice by flow cytometry. **(C)** Analysis of BM B cells and CD138^+^ cells in γ1-Cre mice by flow cytometry. **(D)** Assessment of IgG1-class-switched BM CD138^+^ cells in CD23-Cre mice using intracellular staining. **(E)** Assessment of IgG1-class-switched BM CD138^+^ cells in γ1-Cre mice using intracellular staining.

The majority of long-lived PCs reside in the BM, where they can survive for long periods in specific niches and continuously secrete antibodies (54). Therefore, we assessed the frequency of total and IgG1^+^ BM PCs in littermates and CD23-Cre Brg1^fl/fl^ by flow cytometry analyses (**Figure S2A**). We found that the frequency of overall PCs was not different between the groups of mice. Overall the B cell fractions did not significantly change in CD23-Cre Brg1^fl/fl^ and γ1-Cre Brg1^fl/fl^ mouse strains within the BM (**Figures 3B, C**), although a small reduction was observed in the heterozygote mice. Nonetheless, the frequency of IgG1 class-switched PCs was significantly decreased, in the CD23-Cre Brg1^fl/fl^ mice and nearly undetectable in γ1-Cre Brg1^fl/fl^ mice (**Figures 3D, E**). To examine if Brg1 directly affects the expression of genes that are associated with plasma cell differentiation, we examined the expression of Irf4 and Blimp-1 in Brg1-deficient B cells following LPS activation. The expression of both of these transcription factors was intact suggesting that direct activation of plasma cell differentiation program is not dependent on Brg1 (**Figure S2B**). Collectively, we conclude that Brg1 in B cells is indirectly essential for the generation of IgG1^+^ PCs.

### Brg1 Is Required for the Generation of Germinal Center B Cells

Since IgG1 antibodies typically carry SHM, the GC reaction is their primary source. Thus, we examined the possibility that the observed reduction in PC frequencies in both mouse models is a result of defects in GC formation. First, we verified that Brg1 is expressed in GC B cells. For this purpose, we purified naive, light zone (LZ) and dark zone (DZ) GC B cells from immunized mice and examined Brg1 expression by qRT-PCR. Brg1 RNA (encoded by *Smarca4*) was primarily expressed in DZ B cells (**Figure 4A**). Accordingly, we detected Brg1 expression primarily in the DZ of the GC by immunohistochemistry (**Figure 4B**). To examine if Brg1 plays a role in PC generation during a T cell-dependent immune response, CD23-Cre Brg1^fl/+^, CD23-Cre Brg1^fl/fl,^ and littermates control mice were injected with KLH in CFA and the frequency of CD138^+^ cells was examined in draining lymph nodes (LNs). Whereas a clear antibody-secreting cells (ASCs) population was detected in littermate controls and CD23-Cre Brg1^fl/+^, these cells were undetectable in LNs derived from CD23-Cre Brg1^fl/fl^ mice (**Figure 4C**, gating in **Figure S2C**). The absence of ASCs can be a result of either reduced levels of mature B cells or an inability to form GCs. The frequency of naive B cells was significantly reduced in CD23-Cre Brg1^fl/fl^ mice compared to control, however, they still hosted substantial amounts of B cells (**Figure 4C**). ASCs were not detected in the LNs of CD23-Cre Brg1^fl/fl^ and a similar trend was observed in γ1-Cre Brg1^fl/fl^ mice, although in some mice ASCs were observed in this model (**Figures 4C, D**). Most importantly, GC B cells were not detected in the LNs of immunized CD23-Cre Brg1^fl/fl^ and γ1-Cre Brg1^fl/fl^ mice (**Figures 4E, F**). We conclude that the deficiency in the generation of ASCs in response to immunization is primarily due to a severe defect in GC formation.

**Figure 4:**
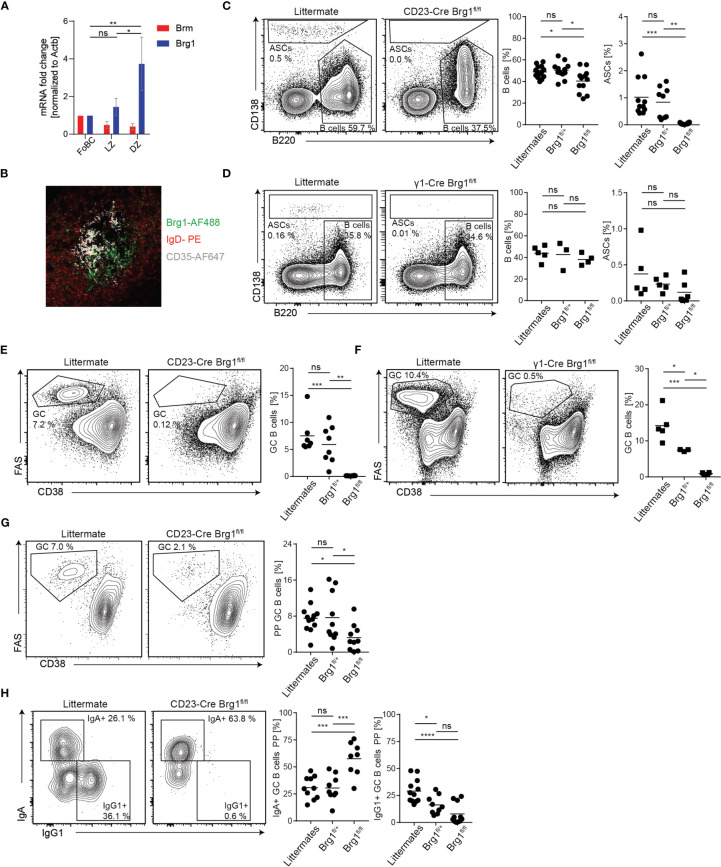
Formation of germinal centers depends on Brg1. **(A)** qRT-PCR analysis of Brm and Brg1 RNA levels relative to Actin B levels in follicular B cells (FoBC), light zone (LZ), and dark zone (DZ) B cells; n = 5 mice. One-way ANOVA with *post hoc* Tukey’s multiple comparisons test was performed, following p values for differences in Brg1 RNA levels are represented by the asterisks’: p<0.05 = *; p<0.01 = **. Changes in Brm RNA levels were not significant. **(B)** Staining for IgD-PE (naive B cells), CD35-AF647 (follicular dendritic cells in the LZ) and Brg1 (clone H-88, detected with an anti-rabbit-IgG-AF488 secondary antibody) in LN-derived from immunized mouse **(C)** Naive B cell and ASC percentages in inguinal LN determined by flow cytometry, 7d after injection of KLH in CFA. Each dot represents one mouse, n = 9 - 12 mice per group. One-way ANOVA with post hoc Tukey's multiple comparisons test was used for statistical analysis. Following p values are represented by the asterisks' in this figure: p<0.05 = *; p<0.01 = **; p<0.001 = ***; p<0.0001 = ****; p>0.05 = ns (not significant). **(D)** Naive B cell and ASC percentages in inguinal LN determined by flow cytometry 7d after injection of KLH in CFA. **(E)** The fraction of GC B cells in inguinal LN determined by flow cytometry, 7d after injection of KLH in CFA. **(F)** GC B cells in inguinal LN determined by flow cytometry in immunized γ1-Cre littermate, Brg1^fl/+^ and Brg1^fl/fl^ mice, 7d after injection of KLH in CFA. **(G)** Flow cytometric analysis of PP GCs in CD23-Cre littermate, Brg1^fl/+^ and Brg1^fl/fl^ mice. **(H)** Quantification of IgA^+^ and IgG1^+^ B cells in PP in CD23-Cre littermate, Brg1^fl/+^ and Brg1^fl/fl^ mice.

To further substantiate our findings, we examined the role of Brg1 in immune responses within Peyer’s patches, lymphoid organs that constantly host GCs driven by gut-derived antigens. In CD23-Cre Brg1^fl/fl^ the frequency of GC B cells in PPs was severely reduced, although in most mice, a clear GC cell population could be detected (**Figure 4G**). Remarkably, nearly all of the remaining GC B cells in PPs of Brg1^fl/fl^ mice carried an IgA BCR and very few cells were IgG1^+^ (**Figure 4H**). These findings reveal that Brg1 is important for effective formation of IgG1^+^ GC B cells in response to gut-derived antigens whereas IgA^+^ GC B cells are less dependent on Brg1. Analysis of PP GCs in γ1-Cre Brg1^fl/fl^ mice showed normal frequency of GC cells (**Figure S3A**) but nearly no IgG1^+^ B cells were detected (**Figure S3B**). In γ1-Cre mice, Cre-mediated recombination in IgA^+^ B cells in PPs is very ineffective and thus the IgA B cell compartment cannot be considered as Brg1-deficient (53). To validate a role for Brg1 in CSR, we performed *in vitro* activation of CD23-Cre splenic B cells using LPS and IL-4 and observed a significant reduction in IgG1^+^ Brg1-deficient B cells (**Figure S3C**). Collectively, we conclude that Brg1 is required for the formation of IgG1^+^ GC B cells in immune responses that are driven by gut-derived antigens within PPs.

## Discussion

In this study, we examined how Brg1 regulates gene expression through chromatin modulation in B cells. We have mapped the transcriptional response, chromatin landscape and Brg1 interactions with promoters and enhancers during B cell activation and found several hundred genes that are directly and indirectly regulated by Brg1. The majority of these genes were activation-induced genes, associated with cell cycle functions, that support B cell expansion. Specifically, we find that Brg1 promotes chromatin accessibility in enhancer regions, leading to transcriptional activation of genes that are essential for proper B cell proliferation. Accordingly, regulation of B cell activation by Brg1 is essential for GC formation and the establishment of long-lasting immunity.

What are the mechanistic details of Brg1 in regulating those genes? Our data show that Brg1 predominantly binds promoter and enhancer regions of the genes it regulates, defined by histone marks H3K27ac and H3K4me1 that occur concomitantly with Brg1 binding. These genes are then activated by diverse activating transcription factors which were previously shown to critically affect GC functions including Myc, which is essential for B cell proliferation and affinity-based selection (55, 56). In line with the binding of activating and inhibitory transcription factors at sites of Brg1 binding, we identified a subset of genes that are not induced in absence of Brg1, and also an additional subset of genes that are not sufficiently suppressed. Of note, in mature B cells, Brg1 does not play a role in the regulation of *Myc* as previously shown in developing B cells in the BM (24). Nonetheless, plenty of MYC downstream targets were downregulated in absence of Brg1, suggesting that this chromatin remodeling complex creates NRDs to enable MYC binding and function. Therefore, we define a new additional mechanism of action of the BAF complex that regulates MYC targets within the same cell lineage.

Our data show that Brg1 binds the majority of open-chromatin regions and active enhancers in activated B cells and that genes whose promoters interact with Brg1-bound enhancers are downregulated in Brg1-deficient cells. These findings support previous studies showing that Brg1 is required for enhancer activation through eviction of nucleosomes (24) and robust acetylation of chromatin (51) at enhancer regions.

We found that Brg1 recruitment to enhancers was more frequent in resting B cells than in activated B cells, suggesting Brg1 might be required for the initial activation of these enhancers, allowing the cells to acquire the proper transcriptional response to LPS activation. This is similar to H3K4me1, which marks poised enhancers and was reported to be diminished following B cell LPS activation (45). In addition, we found increased Brg1 occupancy in enhancers that interact with multiple promoters. Through these interactions, Brg1 can be involved in coordinated control over multiple genes, which can explain the strong impact of Brg1 loss on the expression of hundreds of genes. Although the possibility of a secondary effect cannot be completely excluded, the fact that we observe changes in genes whose promoters and enhancers are Brg1 targets, strongly suggests a direct effect.

Given the cell cycle-centered genetic profile related to Brg1-mediated functions, it is unsurprising that Brg1 is predominantly expressed in the DZ of the GC, as this is the primary site where GC B cells proliferate. Accordingly, both of our mouse models lack GC reactions which explain the strong defect in antibody formation. Yet, Brg1 was not essential for the generation of all bone-marrow resident PCs. Furthermore, the Brg1-deficient GC B cells observed in PPs were class-switched to IgA whereas IgG1 class-switched cells, which highly depend on T cell help, were not detected. Since IgA is less dependent on T cell help (52), these findings suggest that Brg1 might not be essential for T cell-independent responses. Thus, whereas IgG1 responses are Brg1-dependent it is most likely that the PP GCs are defective as well, further investigation to expose the role of Brg1 in CSR to IgA is required.

Collectively, our data highlight new mechanistic insights into the mode of action of Brg1 in B cell activation and raise the hypothesis that the main role of this chromatin remodeler, also in other physiological contexts, lies in the guidance of enhancer-promoter pairings. On the one hand, this would explain its striking role in the differentiation of diverse tissues, as lineage-specific transcription factors frequently bind enhancers remotely apart from their target genes. Without Brg1, the pairing of promoters and enhancers might be impaired and therefore gene transcription cannot be properly induced. On the other hand, this hypothesis also fits the seemingly contradicting roles for Brg1 in different cancer cells, both previously described as a tumor suppressor and oncogene. As Brg1 does not exert transcriptional regulation by itself but rather enables functions of other transcription factors, the impacts of a Brg1 loss depend on the transcription factor expression in a given tumor cell. Together, our findings provide an explanation for how Brg1 regulates multiple genetic programs that support cell proliferation and differentiation in healthy and pathological conditions.

## Data Availability Statement

All sequencing data have been deposited in GEO (accession number GSE180994). The data is publicly available using following link: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180994.

## Ethics Statement

The animal study was reviewed and approved by The Weizmann Institute IACUC committee.

## Author Contributions

Conceptualization, DS, HH, and ZS. Investigation, DS and AH. Formal analysis, DS and HH. Resources, DS and AH. Visualization: DS and HH, Software, HH. Data curation, DS and HH. Writing - original draft, DS and HH. Writing – review and editing, DS, HH and ZS, Supervision, project administration management, and funding acquisition, ZS. All authors contributed to the article and approved the submitted version.

## Funding

ZS is supported by the Israel Science Foundation (ISF) grant no. 1090/18 and the Morris Kahn Institute for Human Immunology. ZS is also supported by grants from The Benoziyo Endowment Fund for the Advancement of Science, The Sir Charles Clore Research Prize, Comisaroff Family Trust, Irma & Jacques Ber-Lehmsdorf Foundation, Gerald O. Mann Charitable Foundation and David M. Polen Charitable Trust. ZS is a member of the European Molecular Biology Organization (EMBO) Young Investigator Program.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

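ATAC-seq was analysed in 8 libraries of activated splenic B cells, 4 from CD23-Cre Brg1 fl/+ and 4 from CD23-Cre Brg1 fl/fl mice, grouped by genotype and replicate number as the sample labels and Figure 2H give them. The authors aligned the reads to mm10 with Bowtie2 and called peaks with MACS2 in each library. Versions, MACS2 options, the handling of duplicate and mitochondrial reads and any shift for the transposase are not named in the paper's text. The deposited lists give, for each peak, the fold of the summit over the local background of the same library (a ratio made by MACS2) and the deposited −log10 p and −log10 q against that background. The lowest −log10 q in any list was 1.31. These values depend on the depth of the library. They were used only to describe, rank or filter peaks within a list, to recover depth, and to compare the median fold of the lists.

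The authors' normalized read coverage and their DESeq2 comparison were not analysed here, nor were 8 RNA-seq libraries and the ChIP-seq, FAIRE-seq, STARR-seq and Hi-C data the paper draws on. Detection of combined regions was used in their place. Overlapping or touching peaks of the 8 lists were joined, and a region counted as detected in a library when a peak of its list overlapped it by at least 1 bp. Regions were placed by their centre: promoter from 1000 bp upstream to 100 bp downstream of any transcription start site of the GENCODE annotation of GRCm38 (mm10), then transcription termination site from 100 bp upstream to 1000 bp downstream, then exon, intron or intergenic. Repeat content is the percent of soft-masked bases in the reference sequence of GRCm38.

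Differences between genotypes were tested with a two-sided exact permutation test over all 70 assignments of the libraries, whose smallest possible p is 0.0286. Counts of regions were compared with those of the 35 splits of the libraries into 4 and 4. The presence of 14 transcription factor motifs within 100 bp of the summit of distal peaks was compared with the same number of peaks per library and Benjamini-Hochberg adjustment over the 14 motifs. The threshold was 0.05.

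Depth was recovered from the fold and −log10 p of each peak, which MACS2 computes from the number of fragments at the summit and the expected background. Pairs of values were solved to within 0.002 of the deposited −log10 p. The lowest background over chromosomes 1 to 19, X and Y was taken as that of the library. Precision is limited by the number of libraries and by depth: the shallowest library, with 2.76 fragments per kb, detected 16.6% of the distal regions, the deepest Brg1 fl/+ library 75.3%, and the deepest of all, Brg1 fl/fl replicate 1, 34.8%.

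The names in the text follow a rule set before the data were examined: E2f4 and *Smarca4*, the promoters of other B cell genes the paper names (1 of which is not reported here), and the 5 regions of each direction with the best worst rank by q. The alternatives set at the same time were a −log10 q of at least 5 or 10, the same number of peaks per library, 50% of a region covered, regions within 500 bp joined, regions in at least 2 libraries, chromosomes 1 to 19 and X, a wider promoter, start sites of protein-coding transcripts, each library left out in turn, the replicate number as a block, libraries joined in pairs, and a motif window of 250 bp. Leaving out regions with more than 50% soft-masked sequence, alone or with the same number of peaks per library, and motifs on the lists as deposited were added after the data were seen.

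The steps were tested on simulated data. Of 200 regions planted as present only in Brg1 fl/+ lists and 100 planted only in Brg1 fl/fl lists, 100% were recovered among 14826 simulated regions. These regions were set directly as present or absent, so their recovery checks only the joining and counting. With nothing planted and the real list lengths, the distal minus promoter difference was -10.3 points (exact permutation test, p = 0.2). Next, 15% of the distal regions were set as present in every Brg1 fl/+ list and absent from every Brg1 fl/fl list. The difference became -24.8 points (exact permutation test, p = 0.0286). The simulated lists overlapped more than the real ones, which gave 16566 regions, so these values are not those to expect in the real lists. A partial loss of accessibility was not simulated. All 560 planted motifs were found, and all 1415 simulated summit heights were recovered. The work used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.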

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

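The tests of depth in this part were chosen only after the values were seen. In 9 properties of the lists, each taken within 4 libraries of a genotype, 4 of the 18 groups held a library far from the others by Dixon's criterion, where chance gives about 1 in 20. All 4 cases are Brg1 fl/fl libraries, and the properties are related to one another.

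Brg1 fl/fl replicate 2 stood apart in 3 properties. It detected 52.0% of the promoter regions, against 68.7% to 71.1% in the other Brg1 fl/fl libraries. Its median peak width was 411 bp, against 486 to 494 bp, and its ratio of mitochondrial to background level was 15880.4, against 11787 to 12454. Its background of 3.39 fragments per kb is the lowest of its genotype, and among Brg1 fl/+ libraries the median width also rose with depth, so lower depth may account for the short list and the narrow peaks. For the mitochondrial ratio, the shallowest Brg1 fl/+ library likewise had the highest ratio of its genotype, 13416, which is consistent with depth as a factor. A difference between the mice is not excluded and was not tested.

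The shortest peak of Brg1 fl/fl replicate 1 was 243 bp, against 231 to 233 bp in the other Brg1 fl/fl libraries. It is the deepest of the 8 libraries, with 6.89 fragments per kb of background, but this estimate is itself computed from the shortest peak, so that greater depth and a longer fragment setting cannot be told apart. No biological explanation was tested.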

How the results depend on the processing

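The alternatives that leave out repeat-rich regions, and motifs on the lists as deposited, were chosen only after the results were seen, and the others were set before the data were examined. Peaks per library, promoter share, detection of promoter regions, detection of distal regions and distal minus promoter detection passed the threshold of the exact permutation test under none of 90 alternatives (the block by replicate number apart), with a smallest p of 0.114, for distal minus promoter detection without repeat-rich regions. Of the 206 alternative values of the results named in the design, 176 counted as kept. For a tested value this means the same direction and the same side of the threshold, whatever its size. A similarity of 0.000774 against 0.0246 thus counted as kept. For a count it means within 1.5 times, and for untested differences with libraries joined in pairs, within the spread. The 176 include the block by replicate number, whose differences are the same by construction. Among values for single genes and regions, 270 stayed, 92 moved and 1 reversed.

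The number of combined regions, 16566, fell to 10300 with a −log10 q of at least 10, to 9006 with the same number of peaks per library and to 8383 when repeat-rich regions were left out as well, by construction, since these settings use fewer peaks. It ranged from 13376 to 16528 with 1 library left out. The 67 regions only in Brg1 fl/+ became 36 with a −log10 q of at least 10, 36 with 50% of the region covered and 440 with libraries joined in pairs, where 2 of 3 splits gave as many. They ranged from 68 to 286 with 1 library left out, 286 being the value without Brg1 fl/+ replicate 3 and 131 that without Brg1 fl/+ replicate 4, since fewer libraries have to hold a peak. The 28 regions only in Brg1 fl/fl became 9 and 3 with a −log10 q of at least 5 and 10, 11 without repeat-rich regions, 16 with the same number of peaks and no repeat-rich regions, and 268 with libraries joined in pairs. With 1 library left out they ranged from 31 to 63, the highest without Brg1 fl/fl replicate 2.

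The direction of 3 differences changed with the same number of peaks per library, and changed back when repeat-rich regions were left out as well; for none did the exact test pass the threshold. In lists of equal length, the difference in promoter share went from 2.21 to -1.42 points, that in distal detection from -12.4 to 3.36 points and that in distal minus promoter detection from -2.88 to 4.35 points. Without repeat-rich regions, the same lists gave 0.569, -4.11 and -3.14 points, but then held a mean of 6129 peaks in Brg1 fl/+ and 5986 in Brg1 fl/fl, so list length and repeats are not separated here. The ranges with 1 library left out were -1.79 to 4.81 points for promoter share, -20.1 to -0.524 for distal detection and -5.23 to 1.89 for distal minus promoter detection, and Brg1 fl/+ replicate 1 gave the end that turned the promoter share and the difference between the classes. The difference in peaks per library kept its direction, from -3028 to -281 peaks with 1 library left out, as did that in promoter detection, from -16.5 to -2.42 points. The similarity within minus between genotypes, 0.0246, was 0.0103 with libraries joined in pairs and 0.0376 with the same number of peaks, where 2 of 35 splits gave as much. With 1 library left out it ranged from 0.000774, without Brg1 fl/fl replicate 1 (16 of 35 splits), to 0.0482, without Brg1 fl/+ replicate 4 (4 of 35 splits). The cause of these changes was not tested.

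Around E2f4, the 11 regions with fewer Brg1 fl/fl libraries became 3 with the same number of peaks (also 3 without repeat-rich regions), 5 among regions in at least 2 libraries and 7 with libraries joined in pairs, and 6 to 15 with 1 library left out, 6 being without Brg1 fl/+ replicate 1. A −log10 q of at least 5 and 10 raised them to 15 and 16. The promoter of Ncor1, detected in fewer Brg1 fl/fl libraries, was detected in 25 percentage points more of them with the same number of peaks. No motif passed the adjusted threshold, 7 had an unadjusted p of 0.0286, and the count was 9 with a −log10 q of at least 5 and 0 to 10 with 1 library left out, 10 being without Brg1 fl/+ replicate 3. Without Brg1 fl/fl replicate 2, 2 motifs had an unadjusted p under 0.05 and none an adjusted one. The lowest adjusted p ranged from 0.04 to 0.171 over the alternatives.

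Replicate numbers do not pair the libraries: same-numbered libraries deviated together with correlations of -0.0574, -0.128, -0.0247 and 0.00652. With the replicate number as a block, the exact sign-flip p, which cannot pass the threshold because at least 2 of the 16 sign flips are always as extreme, was 0.5 for peaks per library (difference -1827) and for promoter detection (-9.52 points) and 0.625 for distal minus promoter detection (-2.88 points), so the block says nothing about stability. Depth limits detection in that a region missing from a list is not shown to be closed. It is not the only limit: Brg1 fl/+ replicate 1 alone holds 68.9% of the regions found in 1 list (3246), while Brg1 fl/fl replicate 1, the deepest of all by background, holds 453.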

Differences from the paper's values

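The tests by rank and those without repeat-rich regions in this part were chosen only after the results were seen. The paper's count of combined peaks is 16464 and the count here 16566, and 16477 with chromosomes 1 to 19 and X, within 1.5 times of each other. Of the alternatives set before the data were examined, a −log10 q of at least 10 (10300) and the same number of peaks per library (9006) lie further away.

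The paper states that accessibility fell at enhancers and was unaffected at promoters. Detection of distal minus promoter regions here differed by -2.88 percentage points in the lists as deposited (two-sided exact permutation test, p = 0.743). Without Brg1 fl/+ replicate 1 the difference was 1.89 points (exact p = 0.657). Leaving out repeat-rich regions gave -10.4 points in the lists as deposited (exact p = 0.114). In simulated lists of the same lengths with nothing planted, the difference was -10.3 points (exact p = 0.2). Those lists overlapped more than the real ones, so this is not the value to expect here. It shows only that list length can shift the difference. In lists of unequal length the sign can therefore not be read as the direction of the paper's statement or its opposite. With the same number of peaks per library the direction was opposite to the paper's statement, by 4.35 points (exact p = 0.543). It was that of the paper's statement, by -3.14 points, when repeat-rich regions were left out of those lists (exact p = 0.457), whose lengths then differed again. Among 4582 regions of chromosomes 1 to 19, X and Y detected in all 8 libraries, the median rank by fold of distal minus promoter regions was higher in Brg1 fl/fl by 4.74 percentile points (two-sided exact permutation test, p = 0.0286, the smallest possible), and by 6.44 points when ranked by q (exact p = 0.0286). Leaving out repeat-rich regions brought the differences in rank to 2.36 and 3.71 points, each with an exact p of 0.0857. Only 601 of the 7236 distal regions enter this ranking. Distal regions without a peak in a Brg1 fl/fl list are left out, and this choice could itself raise the distal rank. The direction can therefore not be set against the paper's statement. Distal regions here are all regions away from promoters and not the paper's enhancers.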

Other observations

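The motif comparison, its list of 14 motifs, the same number of peaks per library, the limits on −log10 q, the motif window of 250 bp, the libraries left out and the counts of splits of region sets were set before the data were examined. The tests of repeats, GC content, depth, peak length, ranks, motifs in promoter peaks, splits of motifs and ranks, and motifs in the lists as deposited were chosen only after the results were seen, as was the use of the planned settings to weigh explanations, so every explanation in this part is a hypothesis. Where libraries 1 and 2, or 3 and 4, of a genotype share a mouse, each exact p and count of splits overstates the evidence.

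Distal peaks of Brg1 fl/fl libraries held fewer transcription factor motifs. With the best 6271 peaks of each list, between 797 and 1293 distal peaks per library, all 14 motifs had a lower mean in Brg1 fl/fl, and 7 were lower in every Brg1 fl/fl list than in every Brg1 fl/+ list. These were PU.1 (2.90% ± 0.394 against 1.37% ± 0.404 of distal peaks, SD, n = 4), the PU.1-IRF composite site (1.54% against 0.498%), ISRE (1.53% against 0.866%), RUNX (3.76% against 1.54%), NFKB (4.85% against 2.23%), AP-1 (4.54% against 1.98%) and NFY (16.7% against 14.4%). Each had p = 0.0286 in the two-sided exact permutation test and an adjusted p of 0.0571, so none passed the adjusted threshold, which 7 of 14 motifs at the smallest possible p cannot reach. Only 1 of the 35 splits, the real one, separated as many motifs, and the next split separated 3. The adjusted threshold was passed by 9 motifs with a −log10 q of at least 5 and by 10 without Brg1 fl/+ replicate 3, while without Brg1 fl/fl replicate 2 only 2 motifs had an unadjusted p under 0.05. Against repeats as the whole cause, 5 of the 7 motifs (PU.1, PU.1-IRF, RUNX, NFKB and AP-1) were also lower in every Brg1 fl/fl list among peaks that are not repeat-rich, and the other 2 were not. Among peaks with a −log10 q of at least 10, weak peaks that hold no motif are argued against for 2 motifs only. AP-1 (by -1.75 points) and NFY (by -4.04 points) were still lower in every Brg1 fl/fl list, although NFY was not lower in the lists as deposited (0.738 points, exact p = 0.571). At a −log10 q of at least 5, PU.1 (by -1.14 points), PU.1-IRF (-0.968), RUNX (-2.11) and NFKB (-1.70) were still lower (exact p = 0.0286 each). Their Brg1 fl/fl shares were 1.26%, 0.434%, 1.42% and 2.15%, each lower than without this limit. Their Brg1 fl/+ shares fell as well, to 2.40%, 1.40%, 3.53% and 3.85%. Since the shares fell in both genotypes, the lack of a rise in Brg1 fl/fl does not decide the question. Weak peaks cannot be told apart as a cause for these motifs, nor for ISRE (-0.379 points, exact p = 0.143). With a −log10 q of at least 10 the differences shrank from -1.53 to -0.392 points for PU.1, from -0.665 to -0.0891 for ISRE, from -2.22 to -0.466 for RUNX and from -2.62 to -0.787 for NFKB. PU.1-IRF was then in only 1 to 3 peaks of each Brg1 fl/+ list, so a part in the cause stays open. At this limit E-box was higher in every Brg1 fl/fl list. Less precise summits would have been hidden by a window of 250 bp, in which the same 5 motifs as without repeats were still lower in every Brg1 fl/fl list, while ISRE and NFY were not. Repeats and imprecise summits thus stay open for these 2 motifs. In promoter peaks 6 motifs were lower in every Brg1 fl/fl list and none was higher, but only 3 of them (NFKB, AP-1 and NFY) are among the 7. The promoter difference was -0.128 points for AP-1 and -0.246 points for NFKB, against -2.56 and -2.62 points in distal peaks, and -2.92 points for NFY, against -2.32. Taken as distal minus promoter share within each library, the difference between genotypes had an exact p of 0.0286, not adjusted, for 5 of the 7 (PU.1, PU.1-IRF, RUNX, NFKB and AP-1), with p = 0.0571 for ISRE and p = 0.371 for NFY. A library or processing batch that follows the genotype cannot be told apart from the genotype, since the shortest peak also separates the genotypes, by 35.8 bp. A lower occupancy of these factors at Brg1-dependent enhancers stays open as an untested biological explanation.

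Counts of regions only in 1 genotype depend on list length. In the lists as deposited, 5 of the 35 splits gave as many regions as the 67 only in Brg1 fl/+, and 9 gave as many as the 28 only in Brg1 fl/fl. Without Brg1 fl/+ replicate 3, 286 regions were only in Brg1 fl/+, which only the real split reached, the next giving 225. With any other library left out, 7 to 11 of the 35 splits gave as many regions as those only in Brg1 fl/+. In lists of equal length, the counts were 52 and 23, and for each only 1 of the 35 splits, the real one, gave as many. Of the 52, 49 stayed when repeat-rich regions were left out, which argues against repeats, and 3 were narrower than the shortest Brg1 fl/fl peak, which argues against a minimum peak length as the cause for the set. Of the 28 regions only in Brg1 fl/fl in the lists as deposited, 11 were left without repeat-rich regions, so repeats may account for most of those. For the 23 in lists of equal length repeats cannot be told apart as a cause, since leaving them out gave 16 regions and 3 of the 35 splits then gave as many. The 52 regions had a median GC content of 55.3%, lower than in all 10000 random sets of regions detected in 4 to 6 libraries and matched for promoter or distal class, whose median was 62.8%. The 23 regions only in Brg1 fl/fl were not higher in GC (59.5%, against 62.6% in such sets), as a loss of low-GC fragments from the Brg1 fl/fl libraries would require, so GC bias stays open. Brg1 fl/fl replicates 1, 3 and 4 had at least 5.95 fragments per kb of background, against at most 3.60 in Brg1 fl/+ replicates 3 and 4. The median number of fragments at a summit orders these libraries the same way (at least 27 against at most 25). This cannot decide on depth as a cause, because the 52 regions are absent only from the best 6271 peaks of each Brg1 fl/fl list. Of the 52, 24 were at promoters, against 14 of the 67 in the lists as deposited. Some of the 52 therefore probably have a weaker Brg1 fl/fl peak that was cut. A batch cannot be told apart from the genotype here either, given the difference of 35.8 bp in the shortest peak, and a biological loss of these regions was not tested separately.

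The 3 narrow regions only in Brg1 fl/+ named in the results may be technical. They are at most 214 bp wide, below the 231 bp of the shortest peak in any Brg1 fl/fl list, and each consists mostly of repeat or mitochondrial sequence: 84.3% of the 15-bp words of the region on chromosome 6 occur in the mitochondrial genome, against at most 0.464% in 200 regions drawn from those detected in all libraries. Reads shared with other copies could produce such peaks in every library, and the minimum length could then keep them out of the Brg1 fl/fl lists.

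The lists of Brg1 fl/fl libraries were short for their depth. Per fragment per kb of background, they held 1497 ± 240 peaks (SD, n = 4) against 2354 ± 262 (SD, n = 4) in Brg1 fl/+ (two-sided exact permutation test, p = 0.0286). A list length that levels off with depth is argued against by a difference of -3201 peaks beyond a line on the log of depth (exact p = 0.0286). The shortest peak was 235 ± 5.56 bp (SD, n = 4) in Brg1 fl/fl and 199 ± 4.24 bp (SD, n = 4) in Brg1 fl/+, which again separates the genotypes (exact p = 0.0286). Greater depth as the whole cause is argued against by a difference of 20.5 bp beyond a line on the log of the background level (exact p = 0.0286), which varied 2.40-fold among Brg1 fl/+ libraries while their shortest peaks stayed between 195 and 204 bp. As the shortest peak may reflect the fragment length, a library batch that follows the genotype is a candidate explanation that cannot be told apart from a difference in chromatin. The ratio of mitochondrial to background level did not differ (exact p = 0.514), so this property gives no sign of such a batch. The median fold of the peaks, which depends on depth, was lower in every Brg1 fl/fl list. It was 8.38 ± 0.217 (SD, n = 4) against 9.54 ± 0.554 (SD, n = 4) in Brg1 fl/+ (exact p = 0.0286). The median fold does not tell a batch from a difference in chromatin.

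Repeats made up more of the distal peaks in Brg1 fl/fl. The share of repeat-rich distal peaks was 20.1% ± 7.54 (SD, n = 4) in Brg1 fl/+ and 35.3% ± 3.46 (SD, n = 4) in Brg1 fl/fl lists (two-sided exact permutation test, p = 0.0286), while promoter peaks differed by -0.109 points (exact p = 0.257). Of distal regions found in a single list, 8.72% were repeat-rich when the list was Brg1 fl/+ and 59.9% when it was Brg1 fl/fl. The Brg1 fl/+ share rests mostly on replicate 1. With promoters included, that list alone held 3246 regions, against 481, 39 and 53 in Brg1 fl/+ replicates 2, 3 and 4. Its repeat-rich share of distal peaks, 12.7%, was also the lowest of all libraries. For lists of equal length the difference was 12.5 points with an exact p of 0.114, so that weak peaks cannot be told apart as a cause.

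Ranks within the lists separated the genotypes at more regions than chance gives. Of 4582 regions of chromosomes 1 to 19, X and Y detected in all 8 libraries, 249 ranked lower by fold in every Brg1 fl/fl list than in every Brg1 fl/+ list and 337 ranked higher, together 12.8%, where chance gives 2.86%. Only 1 of the 35 splits, the real one, gave as many as 586, and the next gave 229. Of the lower ranked regions 30 were distal, and of the higher ranked 67. The higher rank of distal regions in Brg1 fl/fl shrank to 2.36 points without repeat-rich regions, which leaves open whether repeats cause it. Distal regions that lack a peak in any list are left out of it. Ranks are relative within a list, so a fall at some regions raises the others, and a batch that follows the genotype would separate the ranks in the same way.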
